# LncRNA-mRNA co-expression analysis revealed 8 core lncRNAs in rheumatoid arthritis of collagen-induced arthritis rats

**DOI:** 10.1186/s12920-022-01398-3

**Published:** 2022-11-26

**Authors:** Yuqi Wen, Cailin He, Yang Wang, Siqin Zeng, Bo Yang, Xingui Xiong

**Keywords:** Rheumatoid arthritis, Long non-coding RNA, Microarray

## Abstract

**Backgrounds:**

Rheumatoid arthritis (RA) is a chronic inflammatory and autoimmune disease. Current studies suggest that long noncoding RNAs (lncRNAs) may be key regulators in pathogenesis.

**Methods:**

Analyzed lncRNAs and mRNAs using microarrays to find key differentially expressed lncRNAs in RA. GO and KEGG enrichment analysis together with coding non-coding co-expression (CNC) network was used for comprehensive analysis. Verify that their expression levels are consistent with the chip results by qRT-PCR.

**Results:**

There are 268 differentially expressed lncRNAs (DELs) and 286 differentially expressed mRNAs (DEMs). We found 8 core lncRNAs through the CNC network. Eight highly significantly differentially expressed lncRNAs corrected with microarray profiles. The functions and associated pathways of significantly differentially expressed lncRNAs were predicted by GO and KEGG analysis. They may be involved in the pathogenesis of RA.

**Conclusion:**

The differential expression profiles of lncRNAs and mRNAs in the collagen-induced arthritis rat model preliminarily predicted functions through comprehensive analysis. However, its exact role and specific mechanism remain to be further studied.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12920-022-01398-3.

## Introduction

Rheumatoid arthritis (RA) is a common systemic inflammatory and autoimmune disease [1]. The disease is endemic worldwide, affecting approximately 2.5 out of every 1000 adults [2]. RA is a chronic progressive disease that can gradually lead to irreversible joint damage, motor dysfunction and even lifelong disability [3]. When the cost of medicines becomes a major component of direct costs, there is a heavy financial burden on individuals and society [3]. There are a variety of medication regimens, including non-steroidal anti-inflammatory drugs (NSADs), disease-modifying antirheumatic drugs (DMARDs), etc. [4]. However, current treatment options do not permanently cure RA.

The pathological progression of RA can facilitate clinical treatment. The current study also revealed that long noncoding RNAs may be involved in pathogenesis [5]. Long non-coding RNAs (lncRNAs) are longer than 200 nucleotides and lack protein-coding capacity [6]. They were previously thought to be 'transcriptional noise', but emerging evidence suggests that lncRNAs may have potential functions [7, 8]. Studies have shown that the following lncRNAs (such as HOTAIR, PVT1, MALAT1, ZFAS1, etc.) may be key regulators of RA [9–12]. The functions and mechanisms of lncRNAs in RA remain unclear [7]. Expression profiling is the first step in obtaining differentially expressed lncRNAs (DELs) and mRNAs (DEMs). We discover novel important lncRNAs and predicted their potential functions by expression profiling.

## Material and methods

### Animal model and sample preparation

Male Sprague Dawley rats (n = 10) aged 7 to 8 weeks were selected for this experiment. All rats were housed in the same way in the Department of Laboratory Zoology, Xiangya School of Medicine, Central South University. Group T was the CIA rat model group, and group C was the blank control group. Arthritis was induced by subcutaneous injection of 50ul emulsified CII at the base of tail of 5 rats in group T. The emulsion was prepared by mixing bovine type II collagen and complete Freund's adjuvant (Chondrex, USA) 1:1. A booster injection with bovine type II collagen and incomplete Freund's adjuvant was added after 7 days [13, 14]. Arthritis severity was monitored after 21 days of feeding by using a macroscopic scoring system [15]. After euthanasia, synovial tissue was removed from each rat.

### RNA extraction and quality control

Total RNA was extracted from synovial tissue samples using TRIzol reagent (Invitrogen life technologies, USA). RNA concentration and purity were measured by NanoDrop ND-1000 (NanoDrop Technologies, USA). The integrity of RNA and DNA contamination was assessed by denaturing agarose gel electrophoresis (Invitrogen life technologies, USA).

### Sample labeling and array hybridization

Arraystar Rat LncRNA Arrays V3 are used to analyze lncRNAs as well as complete sets of protein-coding mRNAs. RNA was purified from total RNA after removal of rRNA using the kit (mRNA-ONLY™ Eukaryotic mRNA Isolation Kit, Epicentre, USA) according to the manufacturer's instructions. The mRNA was then amplified and transcribed into fluorescent cRNA along the entire length of the transcript using a random priming method (Arraystar Flash RNA Labeling Kit, Arraystar). Labeled cRNA was purified by RNeasy Mini Kit (Qiagen, Germany). The hybridization arrays were finally washed, then mounted and scanned with an Agilent DNA Microarray Scanner (P/N G2505C).

### GO and KEGG pathway analysis

Gene Ontology (GO) enrichment analysis is a taxonomic entry point for gene function. It includes three sub-items: Molecular Function (MF), Cellular Composition (CC), and Biological Process (BP). We used GO (http://www.geneontology.org) to classify differentially expressed mRNAs into three categories based on enrichment scores and P-values (*p* < 0.05) [16, 17]. With reference to the latest KEGG (http://www.genome.jp/kegg/) biological pathways in database entries, Fisher's exact test and X2 test were used to select significant pathways. Significant thresholds are defined by p-values (*p* < 0.05) [18].

### Quantitative real-time PCR validation

A reagent—2X PCR master mix (Arraystar, USA) was used according to the instructions of the QuantStudio5 Real-time PCR System (Applied Biosystems, USA). Primer 5.0 was used for primer design, and the primers used are shown in Table 1. The raw data were normalized to the expression of β-actin to obtain the relative expression of target lncRNAs.

**Table 1:** The sequences of primers used for qRT-PRC

Gene symbol	Forward primer (5′ to 3′)	Reverse primer (5′ to 3′)
XR_338924	CTGCAAAGAGTGTGAAAATGC	GCCGACTTCAGGCACATAA
ENSRNOT00000078133	ACCAGGACCGCCCATAAATC	AAACCTTCAACAGTTTGACTGAA
ENSRNOT00000077292	GTGGGTTCCAGTTGATGACA	GGCATTGAATCCCATTACAG
ENSRNOT00000077294	TTCACCACCTACCTTCAGATTC	GCCCACCAACTAACCAACAA
uc.10-	TTCATGTCAAACCGCACTTAAT	TGAGTGTAGAGGAGCAGAGGC
NR_132636	AAACTGAACAAAACCTCGCC	GGTCTCTCTTCTCTCCCCTGCT
XR_146333	GCCTGAGTGAGTGACAGAATACC	TGTGATCCCAACCAGCCG
ENSRNOT00000077718	ACCTCTGACATCTTCCTTGAGA	GCTCTTCAGCATCCCTTACTAC

### Construction of coding-noncoding co-expression networks

To further discover the relationship between differentially expressed lncRNAs and mRNAs, we constructed a coding-non-coding co-expression (CNC) network by Cytoscape 3.8.2. By calculating the Pearson correlation coefficient (PCC), we selected gene pairs with |PCC|> 0.97 and *p* < 0.05, and then imported their data for network construction.

### Statistic analysis

An independent samples t-test was used to screen for DEL and DEM. Thresholds were set: FC > 2 or FC < 0.5 (fold change, absolute ratio of normalized intensities between two conditions), *p* < 0.05 was expressed as statistical difference (SPSS 17.0 software).

## Results

### Quality assessment of LncRNA and mRNA expression levels in CIA models

We utilize the collagen-induced arthritis (CIA) rat model to study DELs and DEMs in rheumatoid arthritis. 

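Synovial tissue of 5 CIA rats (group T) and 5 blank control rats (group C) was examined after 21 days of modeling, with 1 array per rat on the Arraystar Rat LncRNA Array V3, which carries probes for lncRNAs and for mRNAs. CIA is an arthritis that follows injection of type II collagen. The authors deposited the scanner's output for each array, an intensity per spot labelled in 1 colour after the scanner software had subtracted the background, and a table of log2 values that they had normalized between arrays. The paper's text does not name that normalization or a filter on dim probes. Each array held 43217 spots, 41800 of them other than control spots, which made up 10334 lncRNA probes and 28316 mRNA probes. The prefix of the probe's name gave its class, and 30 probes of Agilent's own were matched to a gene by their RefSeq accession. Gene names were known only for the ultraconserved elements (uc) and these 30 probes, so values for the other probes are given as counts.
Signal over background set the depth of each array. The number of probes well above background ranged from 12332 to 24300 on the CIA arrays (median 19348) and from 15605 to 26398 on the control arrays (median 22720), of 38650 probes in all. The lowest numbers were on CIA 2 (12332), CIA 3 (14382) and control 3 (15605). No spot was saturated. CIA 1 and control 1 shared a slide, CIA 2 to CIA 5 were on another slide and control 2 to control 5 on another again, scanned apart from the other arrays, so that only CIA 1 and control 1 compare the groups within a slide.
For the values given here, the intensity was taken as log2 and the array's 75th percentile was subtracted. Spots marked as outliers by the software were dropped and spots of the same probe were averaged. Probes well above background on at least 5 of the 10 arrays were tested, which left 4716 lncRNA probes and 16805 mRNA probes. The groups were compared with limma, and Benjamini-Hochberg adjustment covered both classes together. The number of arrays, 5 per group, limits the precision.

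**Figure D1:**
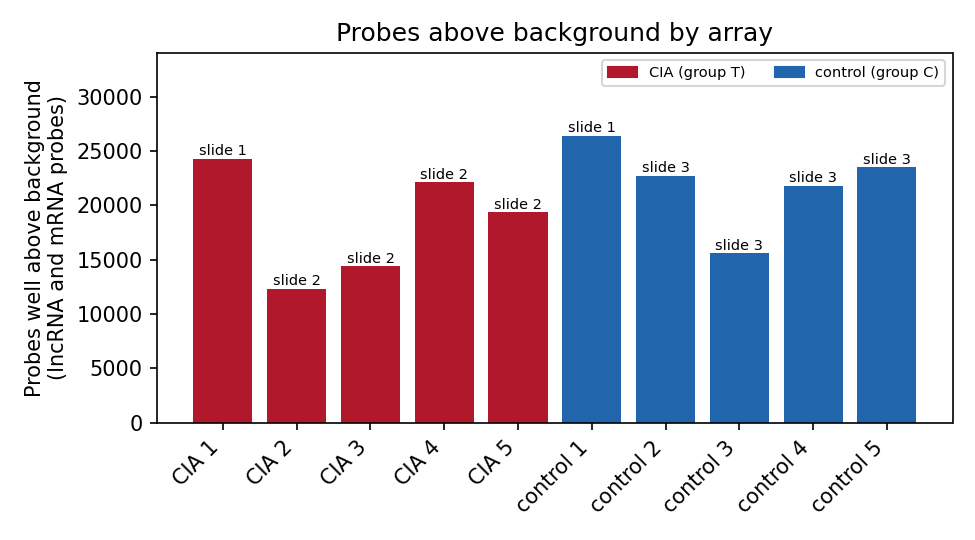
Number of lncRNA and mRNA probes well above background on each array (bars, 1 array each), coloured by group and marked with the slide. CIA 2, CIA 3 and control 3 have between 12332 and 15605 such probes, and the other arrays at least 19348.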

After 21 days of modeling, the ankle joints of CIA rats showed obvious redness and swelling (Fig. 1A, B). During the experimental period, the body weight gain of the treated rats was significantly lower than that of the control group. At the same time, a significant increase in arthritis index was seen in the treated rats (see Additional file 1). Meanwhile, HE-stained sections of ankle tissue showed more inflammatory cells and tissue destruction in CIA rats (Fig. 1D) compared to normal rats (Fig. 1C). All the above evidences indicated that the CIA rat model was successfully established. 

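After subtraction of the 75th percentile, the median of the 4716 lncRNA probes, on the log2 scale, averaged -0.38 ± 0.13 (SD, n = 5) on the CIA arrays and -0.35 ± 0.13 (SD, n = 5) on the control arrays (two-sided exact permutation test, p = 0.730). The medians of single arrays lay between -0.53 and -0.13. For the 16805 mRNA probes the median averaged -0.41 ± 0.09 (SD, n = 5) on the CIA arrays and -0.38 ± 0.07 (SD, n = 5) on the control arrays (exact permutation test, p = 0.540). The interquartile range was 3.82 ± 0.30 against 3.67 ± 0.21 for lncRNA probes (SD, n = 5 each, exact permutation test, p = 0.405) and 3.96 ± 0.45 against 3.80 ± 0.28 for mRNA probes (SD, n = 5 each, exact permutation test, p = 0.524). Neither measure differed between the groups by more than the spread between arrays. The widest interquartile ranges of the mRNA probes were on CIA 3 (4.42), CIA 2 (4.39) and control 3 (4.21), and the narrowest was on CIA 1 (3.37). In the authors' normalized log2 values, the medians of the mRNA probes lay between 5.01 and 5.17 on all 10 arrays, and their interquartile ranges between 3.77 and 4.87.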

The boxplots (Fig. 1E, F) show that the normalized intensity distribution is the same for all samples. DELs and DEMs were significantly up- or down-regulated between T and C groups.

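With limma and Benjamini-Hochberg adjustment, 0 of 4716 lncRNA probes and 0 of 16805 mRNA probes had an adjusted p under 0.05, and the smallest adjusted p was 0.206. At an unadjusted p under 0.05 there were 664 lncRNA probes and 2420 mRNA probes. The methods' t-test gave 0 probes after the same adjustment, and 685 lncRNA probes and 2481 mRNA probes at an unadjusted p under 0.05. The ranges of the groups did not overlap for 162 lncRNA probes (3.44%) and 602 mRNA probes (3.59%), where chance gives 0.794% on average over all splits of the arrays. Probes vary together, so the share in any given split can lie far from that average. Other splits were not counted for this measure, so the excess is not a test of the groups. The alternative that moved these counts most was limma's array quality weights, which gave 1780 lncRNA probes and 6131 mRNA probes with an adjusted p under 0.05. That fit placed 75.02% of the total weight on control 4, CIA 5 and CIA 4. In simulated data with 200 of 21491 probes changed by 2 on the log2 scale and a spread that was independent between arrays, limma without these weights recovered 106 of the 200 at the same adjusted threshold, with 4 false calls. At the methods' thresholds, 187 of the changed and 503 of the unchanged probes passed in these simulated data. The real arrays share deviations, as their principal components show below, so these numbers do not measure recovery or false calls in the real data.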

**Fig. 1:**
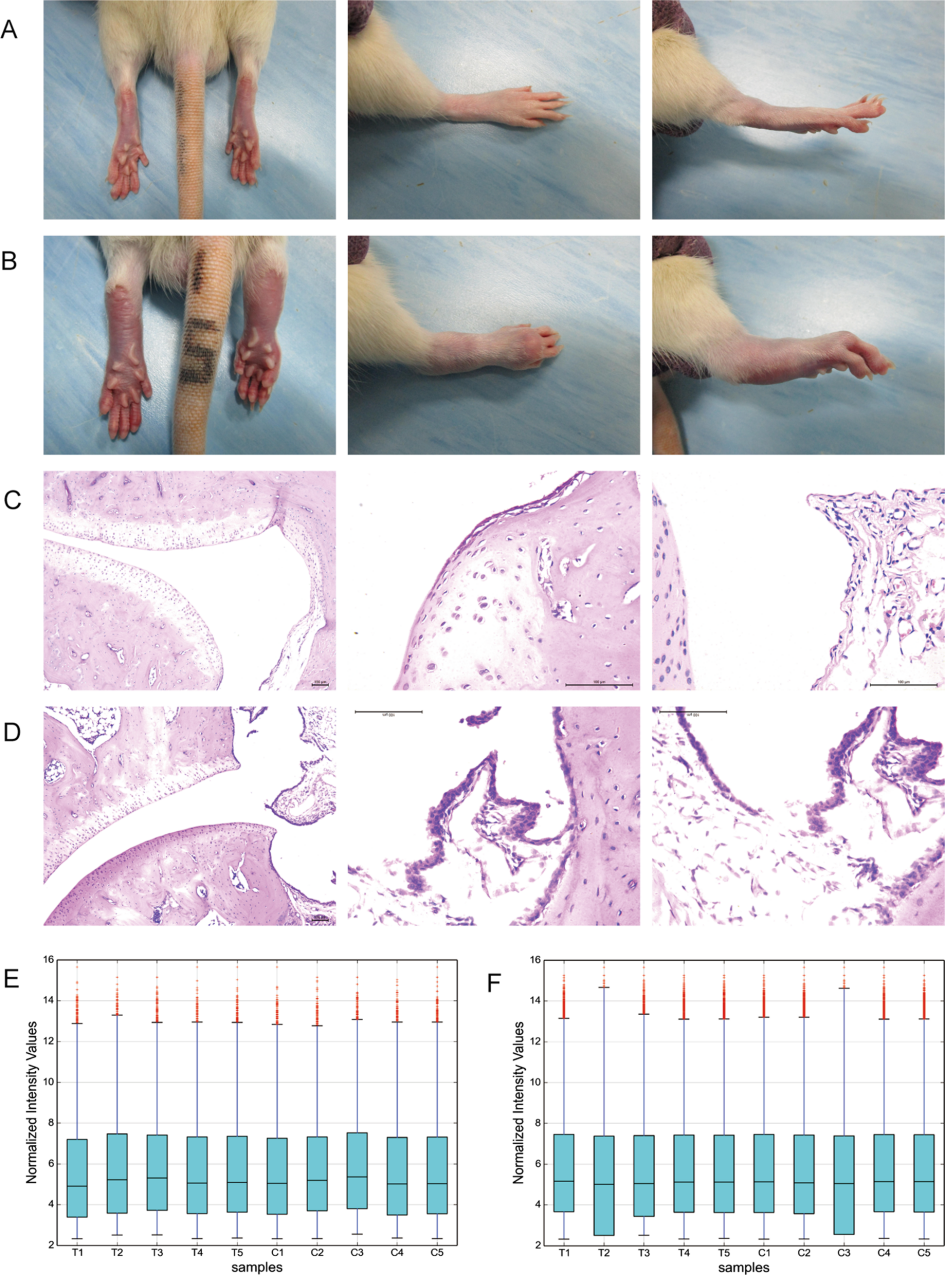
Quality assessment of LncRNA and mRNA expression levels in the CIA model. Appearance and HE-stained sections of ankle joints of **A**, **C** normal rats and **B**, **D** CIA rat models. Normalized intensities of **E** lncRNA and **F** mRNA

### Differential expression of the lncRNAs and mRNAs

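Over all tested probes without a dropped spot (21491), average-linkage clustering on Pearson r placed CIA 2, CIA 3 and control 3 in the smaller of 2 clusters, so that 6 of 10 arrays lay on their own group's side. The mean r between arrays was 0.929 within a group and 0.920 between the groups. Arrays on the same slide had a mean r of 0.927, and CIA 1 and control 1, which shared a slide, had an r of 0.962. These correlations are across probes, which are not independent replicates. Principal component 1 held 52.7% of the variance and separated CIA 2, CIA 3 and control 3, the arrays with the fewest probes above background, from the rest, and its scores did not differ between the groups (exact permutation test, 5 arrays per group, p = 0.794). Principal component 2 held 18.2% and separated all 5 CIA arrays from all 5 control arrays (two-sided exact permutation test, p = 0.0079, the smallest p that 5 arrays against 5 allow). On the slide with both groups, CIA 1 scored -31.2 and control 1 scored 36.1 on this component. Over the 1463 lncRNA and mRNA probes with a fold change over 2 or under 0.5 and an unadjusted p under 0.05, 9 of 10 arrays lay on their group's side, a separation that is built in by the choice of the probes. The group means correlated across probes with an r of 0.977 for lncRNA probes and 0.974 for mRNA probes, equal when rounded to the values printed in Fig. 2B and Fig. 2D. In the authors' normalized values r was 0.979 and 0.977, after quantile normalization 0.975 and 0.972, and after normexp background correction 0.983 and 0.981.

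**Figure D2:**
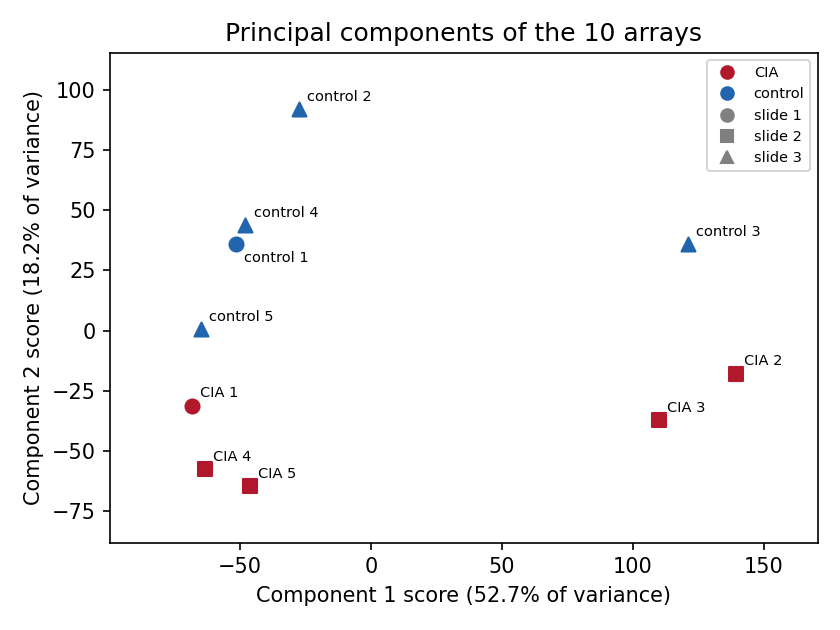
Scores of the 10 arrays (points) on component 1, with 52.7% of the variance, and component 2, with 18.2%, coloured by group and shaped by slide. CIA 2, CIA 3 and control 3 lie apart from the other arrays on component 1, and CIA and control arrays lie apart on component 2.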

Heatmaps and scatterplots (Fig. 2A–D) indicated that the differential expression trend of IncRNA and mRNA was evident. 

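The methods set a fold change over 2 or under 0.5 and an unadjusted p under 0.05. With limma's p, 316 of 4716 lncRNA probes passed, 101 of them higher and 215 lower in CIA rats. The methods' t-test gave 265 lncRNA probes, 94 higher and 171 lower. Without the filter on dim probes, limma's count was 570, with 291 higher and 279 lower. With slide as a block, which leaves CIA 1 and control 1 as the only comparison within a slide, 20 lncRNA probes passed.
Among the ultraconserved elements, 8 lower and 1 higher lncRNA had an unadjusted p under 0.05 and group ranges that did not overlap, and the largest changes besides uc.10- follow. For each of them limma with Benjamini-Hochberg adjustment gave an adjusted p of 0.206. The element uc.63- was well above background on 0 of 5 CIA arrays and 5 of 5 control arrays. Against the background of the arrays, with the values relative to the 75th percentile, its mean was at least 2.66-fold lower in CIA rats. The bound concerns the means and leaves out sampling error (SE of the log2 change 0.48). Its ranges were barely apart, with -2.231 the highest CIA value and -2.229 the lowest control value. The 2.66-fold bound holds for that processing only, since after normexp background correction the log2 change of uc.63- was -0.48. The change of uc.307+ was -2.09 (SE 0.55), with CIA 2 below the background limit and lowest of the CIA arrays. The log2 fold change was -1.68 (SE 0.33) for uc.465-, which was well above background on all 10 arrays, and -1.58 (SE 0.41) for uc.305+, which was so on 3 of 5 CIA arrays. The element uc.67+ was higher in CIA rats, but it was well above background on 4 CIA arrays and 1 control array only, and the size of its change went with the processing, from 1.797 relative to the 75th percentile to 1.02 in the authors' log2 values and 0.29 after normexp. After normexp the change was -0.86 for uc.307+, -1.31 for uc.465- and -0.63 for uc.305+. Normexp was run with an offset of 50, which shrinks fold changes, most of all for dim probes, so smaller changes there are in part built in. With slide as a block, the change was -0.78 (SE 1.26) for uc.307+, -0.42 (SE 0.64) for uc.465-, -0.16 (SE 0.88) for uc.305+ and 0.23 (SE 1.00) for uc.67+, each smaller than its standard error. The shared slide holds 1 array of each group, so these values cannot tell whether the 4 changes are present or absent there. For uc.63- the change with slide as a block was -3.05 (SE 1.14), and it rests on a CIA 1 value that was not well above background.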

We found 268 differentially expressed lncRNAs, of which 117 lncRNAs were up-regulated and 151 lncRNAs were down-regulated. And there are 286 up-regulated mRNAs and 491 down-regulated mRNAs.

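Of 16805 mRNA probes, 1147 passed the methods' fold change and unadjusted p with limma, 351 of them higher and 796 lower in CIA rats. With the methods' t-test there were 939 mRNA probes, 301 higher and 638 lower. In the authors' normalized values, limma gave 956 mRNA probes, 313 higher and 643 lower, and 874 of these were among the 1147. Leaving out control 2 gave 654 mRNA probes and leaving out control 3 gave 2013. With slide as a block 83 passed, and 89.5% of the 1147 had the same sign there, a share that includes the arrays that defined them. Called on the slides with a single group (CIA 2 to CIA 5 against control 2 to control 5), 1933 lncRNA and mRNA probes passed, and 76.9% of them had the same sign in the difference between CIA 1 and control 1 on the shared slide, as did 61.2% of all tested probes. Of 35 splits of these 8 arrays into 4 and 4, the real split included, 17 gave a share as far from 50%. Their median log2 difference there was 0.18 for probes called higher, against 1.27 on the separate slides, and -0.59 for probes called lower, against -1.38. From such counts of DELs and DEMs, the paper goes on to the co-expression network and to enrichment analysis.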

**Fig. 2:**
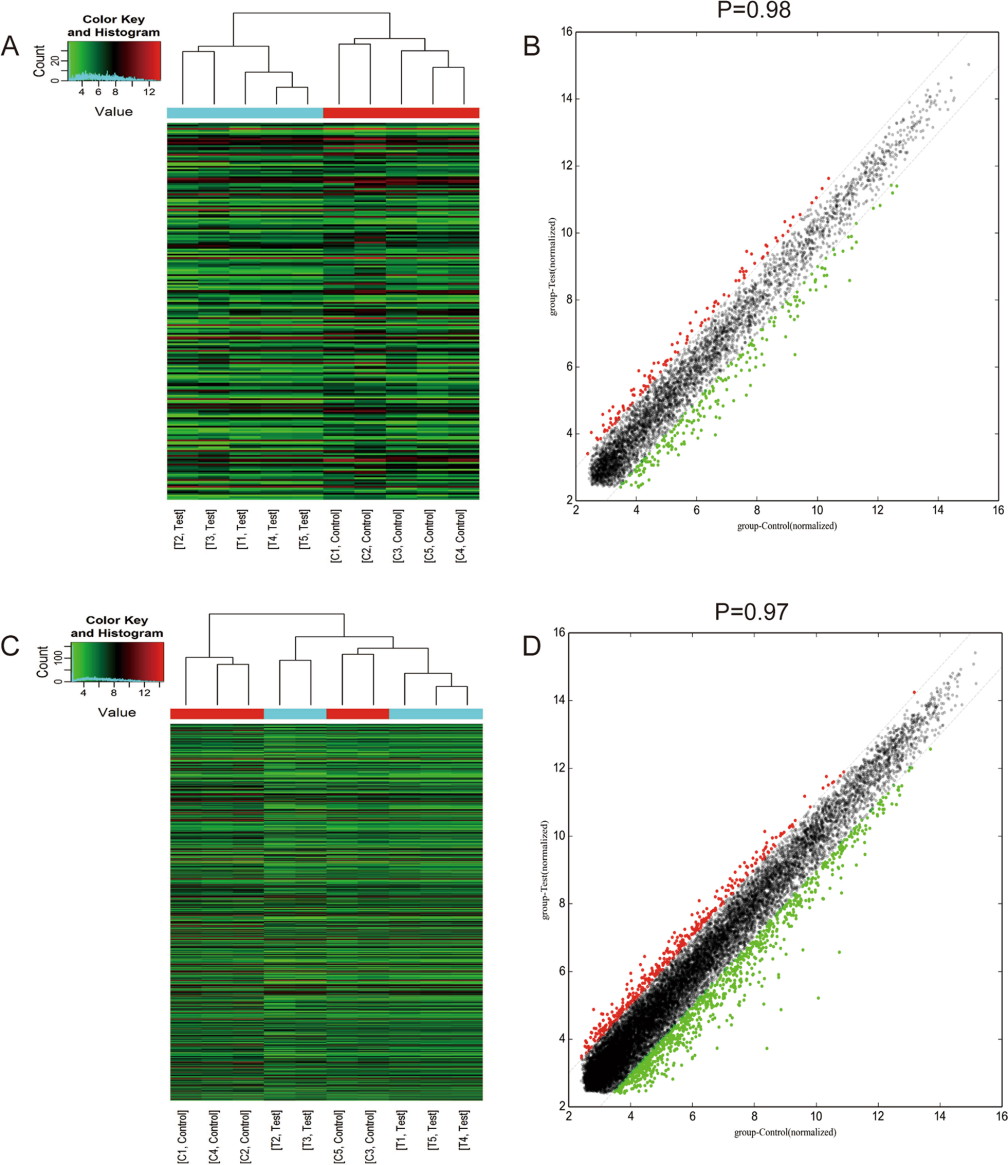
The cluster analysis of **A** DELs and **C** DEMs between C and T group. The scatter-plots of **B** DELs and **D** DEMs

### The co-expression network of lncRNAs and mRNAs

The coding non-coding co-expression (CNC) network (Fig. 3) constructed between lncRNAs and mRNAs is mainly composed of 8 core lncRNAs (XR_146333, ENSRNOT00000078133, XR_338924, ENSRNOT00000077292, ENSRNOT00000077718, ENSRNOT00000077294, uc_10077294, uc_10-). 

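For uc.10-, the Pearson correlation over all 10 arrays was computed with each of 16782 tested mRNA probes. At an absolute r over 0.97, the limit of the methods, 8 mRNA probes were paired with it, all with a positive r. Permuting the arrays of uc.10- gave as many pairs in 0.350% of 10000 permutations, with a mean of 0.107 pairs. The paper chose uc.10- from a network built on these arrays, so the permutations are not an independent test of its pairs. After the mean of each group had been subtracted, 1 of the 8 pairs stayed above the limit, and the median absolute r of the 8 was 0.947. Of 4709 lncRNA probes, 1685 (35.8%) had at least as many pairs as uc.10-, with a median of 2 pairs and a maximum of 217. The alternative that moved the count most was the use of the 5 CIA arrays only, which gave 1437 pairs (8.56% of mRNA probes), none of them among the 8. Among the CIA arrays, uc.10- was low on CIA 2 (1.48) and CIA 3 (1.60), which had the fewest probes above background. On the other CIA arrays it lay between 2.13 and 2.21. These 1437 pairs may thus follow the signal of the arrays and are no evidence of co-expression in the tissue. The 5 control arrays alone gave 107 pairs, and unrelated probes would give 104 pairs on 5 arrays. Among the mRNA probes past the methods' thresholds, 7 were paired with uc.10-. Genes are not independent replicates, and the other 7 lncRNAs of the network were not analysed here.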

Eight core lncRNAs were associated with a total of 113 mRNAs, and a total of 154 lncRNA-mRNA pairs. The expression of 8 lncRNAs was confirmed by qRT-PCR. We investigated the functions of these lncRNAs through the study of CNC networks and associated mRNAs.

**Fig. 3:**
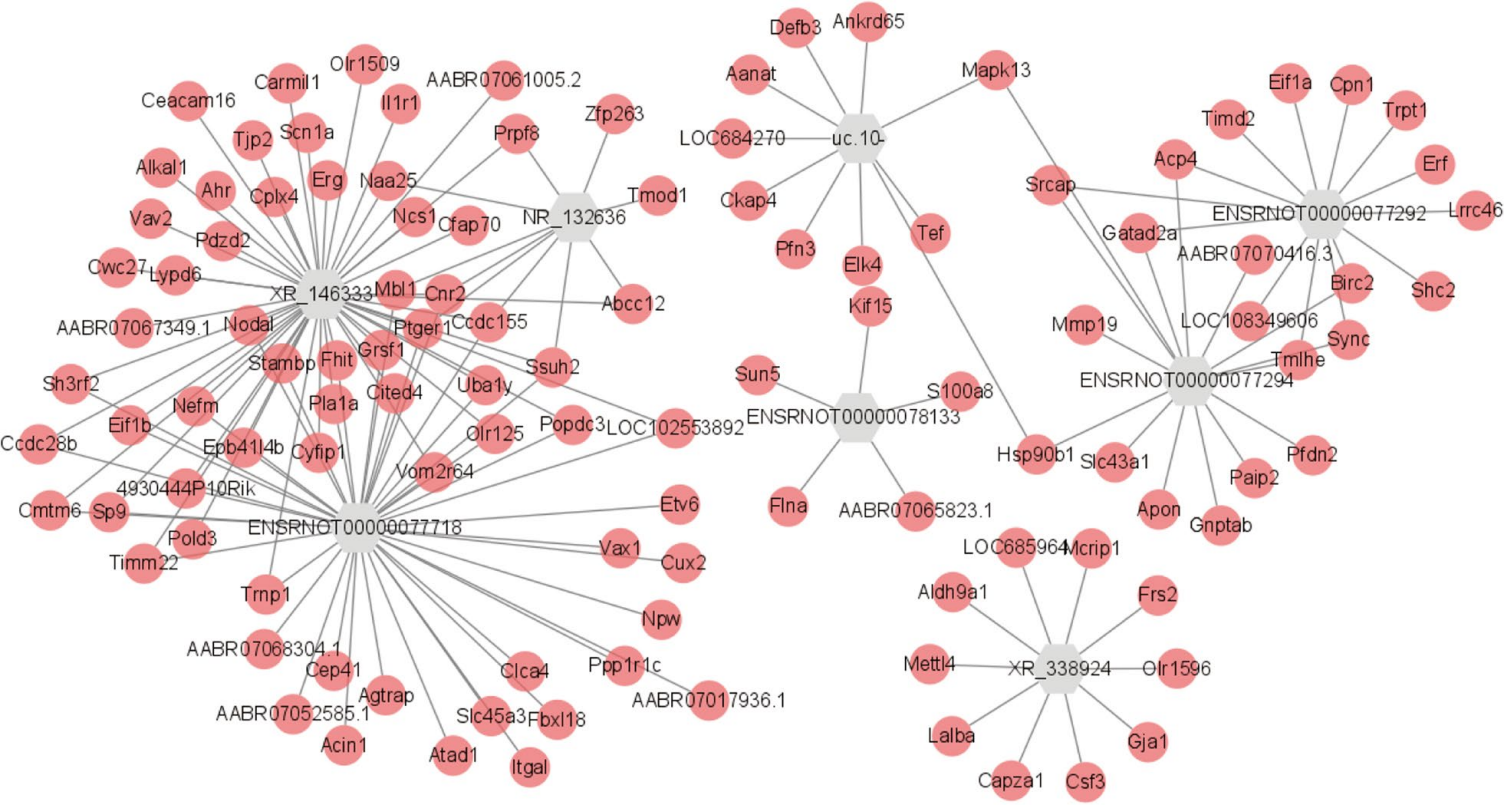
The coding non-coding co-expression (CNC) network between lncRNAs and mRNAs

### Quantitative real-time PCR validation

We discovered 8 core lncRNAs by CNC analysis and their expression levels were measured by qRT-PCR. There were 3 up-regulated (ENSRNOT00000077718, NR_132636, XR_146333) and 5 down-regulated (ENSRNOT00000077292, ENSRNOT00000077294, ENSRNOT00000078133, uc.10-, XR_338924) lncRNAs. 

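On the arrays, uc.10- was well above background in all 10 rats. Its signal, on the log2 scale relative to the array's 75th percentile, was 1.91 ± 0.35 (SD, n = 5) in CIA rats and 3.74 ± 0.95 (SD, n = 5) in control rats. The log2 fold change was -1.82 (SE 0.42, adjusted p = 0.206 from limma with Benjamini-Hochberg adjustment over all probes tested, unadjusted p = 0.00109), a ratio of 0.282. All 5 CIA rats were lower than all 5 control rats (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow). As the paper chose uc.10- on these arrays, these tests are not independent evidence. With each array left out in turn, the log2 fold change stayed between -2.09 and -1.54. On the slide that held both groups, CIA 1 had 2.16 and control 1 had 4.15, and with slide as a block the change was -1.99 (SE 1.02, limma adjusted p = 1). Array quality weights gave -1.85 and were the only alternative with an adjusted p under 0.05 (limma, 0.00133), and over all alternatives the adjusted p lay between 0.00133 and 1. The other 7 lncRNAs measured by qRT-PCR, and the qRT-PCR values themselves, were not analysed here.

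**Figure D3:**
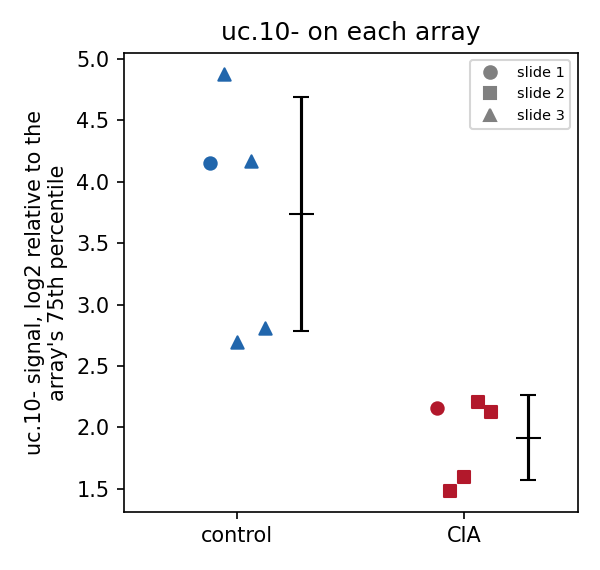
Signal of uc.10- on each array (points, shaped by slide), as log2 relative to the array's 75th percentile, with the mean and SD of each group of 5 rats (bars). The CIA rats lie between 1.48 and 2.21, all below the control rats, which lie between 2.69 and 4.88.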

Their relative expression levels were consistent with the microarray results shown in Fig. 4. It further confirmed the credibility of the microarray results.

**Fig. 4:**
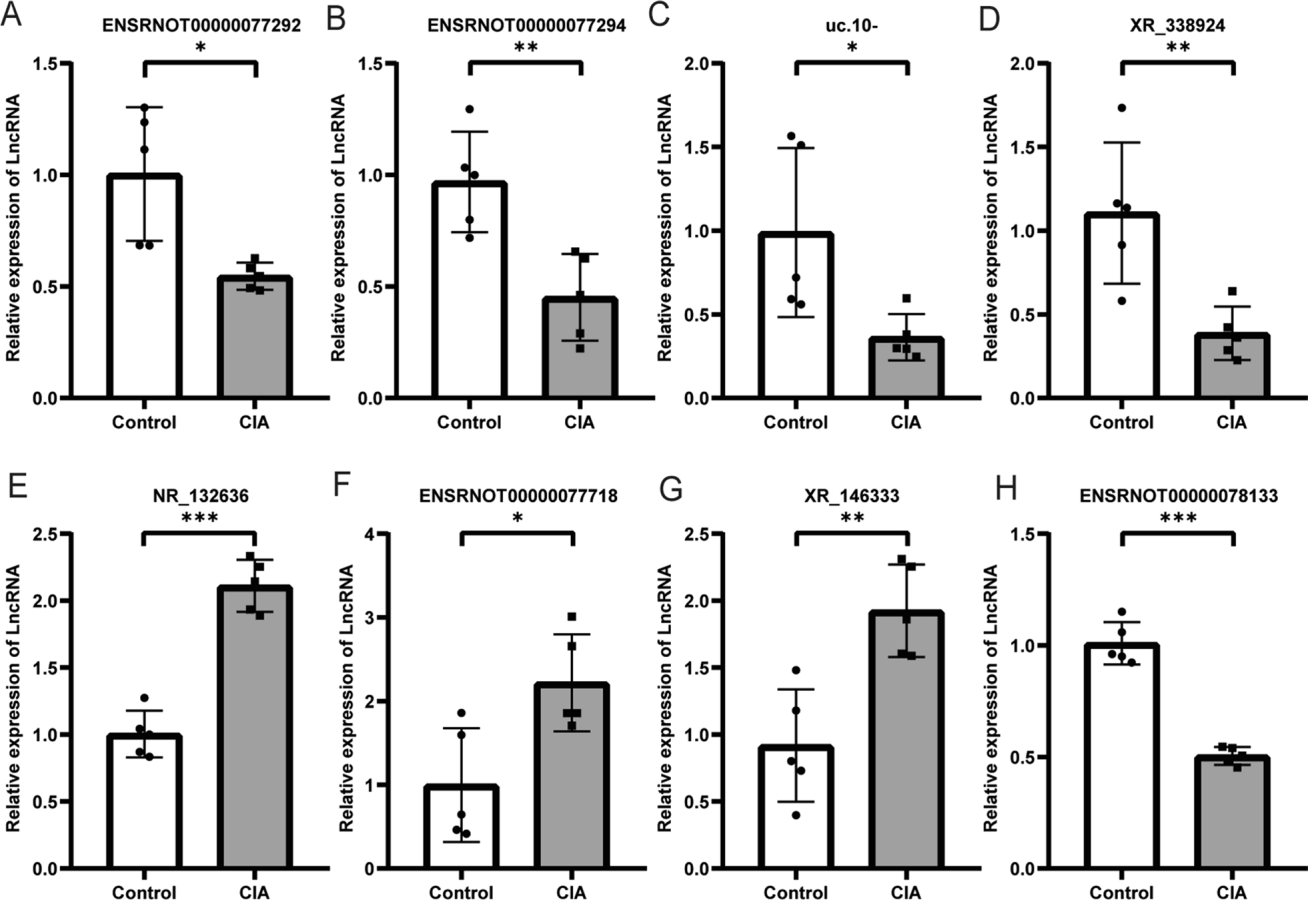
**A** Relative expression of ENSRNOT00000077292. **B** Relative expression of ENSRNOT00000077294. **C** Relative expression of uc.10-. **D** Relative expression of XR_338924. **E** Relative expression of NR_132636. **F** Relative expression of ENSRNOT00000077718. **G** Relative expression of XR_146333. **H** Relative expression of ENSRNOT00000078133

### GO and KEGG pathway analysis of differentially expressed LncRNAs and mRNAs

GO analysis revealed that regulation of 'transmembrane transport', 'ossification', 'collagen biosynthetic process' and 'collagen-activated signaling pathway' were the most abundant terms among biological processes (BPs) that downregulated differentially expressed mRNAs. We also found abundant terms related to bone erosion, such as "ossification" and "osteoblast differentiation". These mRNAs structurally belong to the extracellular space in the cellular component (CC), and their molecular function (MF) is transition metal ion binding. "Response to oxygenates", "plasma membrane-bound cell projection" and "mismatched DNA binding" were the most abundant terms for up-regulated mRNAs in BP, CC and MF, respectively. KEGG pathway analysis showed that the most abundant pathways were "Regulation of the actin cytoskeleton" and "Linoleic acid metabolism" for down- or up-regulated mRNAs, respectively. The enrichment analysis results are shown in Fig. 5 and 6.

**Fig. 5:**
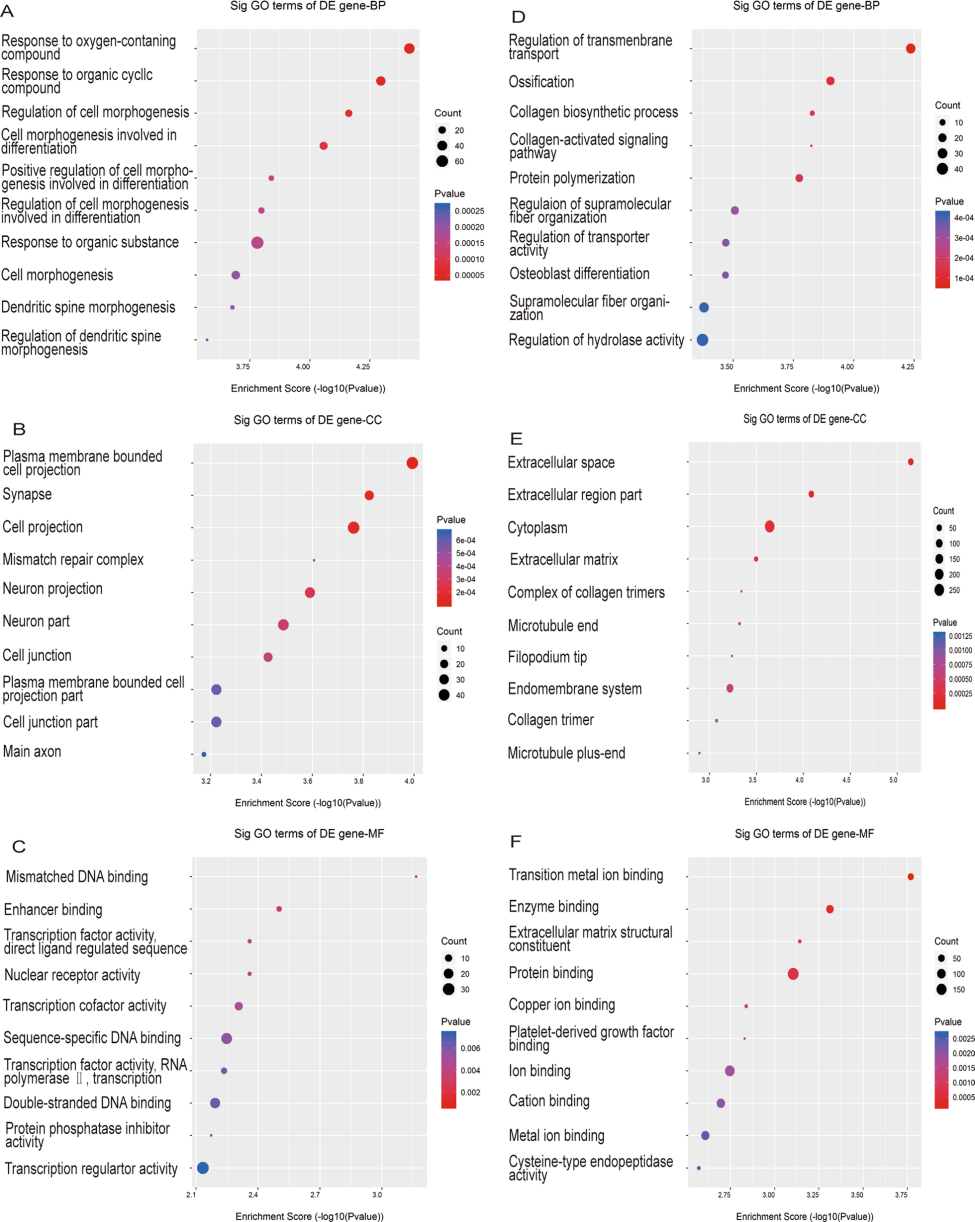
GO analysis of differentially expressed lncRNAs. The **A**–**C** up-regulated and **D**–**F** down-regulated lncRNA GO enrichment analysis

**Fig. 6:**
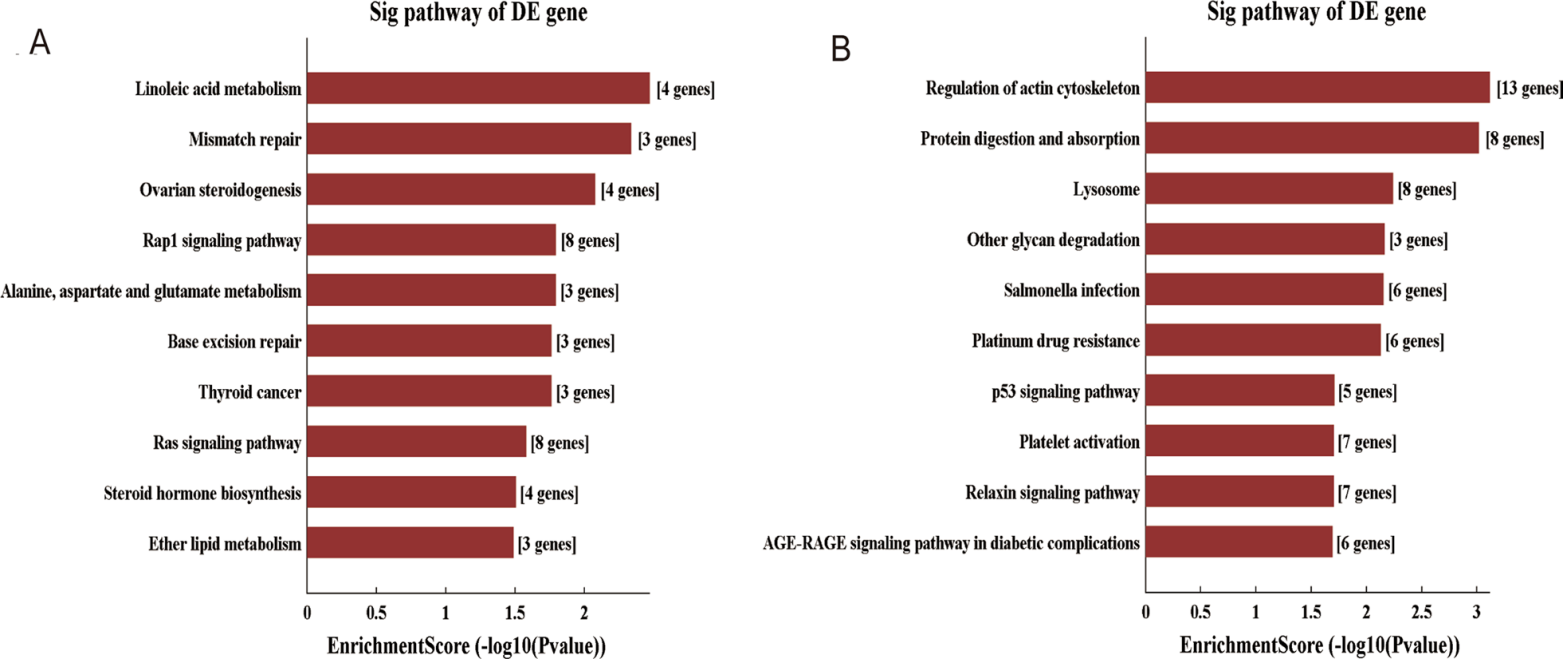
KEGG analysis of differentially expressed lncRNAs. The **A** up-regulated and **B** down-regulated lncRNA related KEGG pathway

## Discussion

Rheumatoid arthritis can cause great damage to a patient's joint and motor function. Current studies have confirmed that genetic, epigenetic, environmental and other factors can interfere with its pathogenesis [1, 19]. However, the pathogenesis of RA is not fully understood. We target the pathogenesis of reverse transcription for potential biomarkers and therapeutic targets. LncRNAs are considered key regulators of chronic diseases such as RA [7, 20]. Expression profiling using microarrays is a fundamental study to discover relevant lncRNAs and speculate their functions in RA [21]. Some studies have performed transcriptome sequencing of rheumatoid arthritis patient tissues, but studies in collagen-induced arthritis rats have not been reported [22, 23]. Transcriptome research through the CIA rat model, which will lay the foundation for our future basic experiments to simulate the RA patients through rats.

In this study, we simulated the pathogenesis of RA patients through a rat CIA model. We found that 117 lncRNAs were up-regulated and 151 lncRNAs were down-regulated. And there are 286 up-regulated mRNAs and 491 down-regulated mRNAs. The results showed that RA patients had different lncRNA and mRNA expression profiles compared with healthy individuals. We selected 8 core highly differentially expressed core lncRNAs of interest to us through CNC network analysis. The results of qRT-PCR also support the reliability of high-quality microarrays.

The Gene Ontology (GO) database divides the functions of genes into three parts: cellular component (CC), molecular function (MF), and biological process (BP). Using the GO database, we can get what our target genes are mainly related to at the CC, MF and BP levels [16]. The Kyoto Encyclopedia of Genes and Genomes (KEGG) database is a database formed based on biological pathways [18]. By enrichment analysis we can predict the function of target genes and improve the efficiency of sequencing analysis. GO and KEGG pathway analysis was used for further study. Previous studies have confirmed significant enrichment for the terms "collagen biosynthetic process" and "collagen activation signaling pathway". It shows increased collagen biosynthesis in rheumatoid synovial tissue [24]. There are several types of cartilage-specific collagen, including type II (CII), type IX (CIX), type X (CIX), and type XI (CXI). CII induces the production of inflammatory cytokines on CII-reactive T cells and fibroblast-like synoviocytes (FLSs), which in turn lead to synovitis [25]. C I and CIX collagen has been found degraded in RA, leading to the degradation of rheumatoid cartilage [26, 27]. Meanwhile, collagen metabolism markers type III procollagen peptide (PIIIP) and type IV collagen 7S domain (7S-collagen) were highly observed in RA patients [28]. There were 11 mRNAs associated with differentially expressed lncRNAs that were enriched in both terms. Related lncRNAs can be selected for further study.

We constructed coding-noncoding co-expression networks to discover relationships between differentially expressed lncRNAs and mRNAs. Eight core lncRNAs are involved in the network. They are highly differentially expressed in the rat CIA model and have been validated by qRT-PCR. S100A8 is an mRNA targeted by ENSRNOT00000078133, a major leukocyte protein secreted by activated leukocytes, and binds to Toll-like receptor 4 to promote inflammation and autoimmunity. Previous studies found that S100A8/A9 was significantly elevated in serum and synovial fluid in RA patients [29]. MMP19 targeting ENSRNOT00000077294, uc.10 and ENSRNOT00000077292 was downregulated in the expression profile. It is expressed consistently with targeted lncRNAs. Previous studies have shown that MMP19 is isolated from the synovium of RA patients and may be involved in RA-related joint tissue destruction [30, 31]. The CNC network discovered the related mRNAs of 8 major lncRNAs to further reveal the functions. And through enrichment analysis, we made a preliminary bioinformatics prediction of its function.

## Conclusion

In conclusion, we found differential expression profiles of lncRNAs and mRNAs in the CIA rat model. We constructed coding-noncoding co-expression networks to discover relationships between differentially expressed lncRNAs and mRNAs. Eight core lncRNAs (XR_146333, ENSRNOT00000078133, XR_338924, ENSRNOT00000077292, ENSRNOT00000077718, ENSRNOT00000077294, uc_10077294, uc_10-) are involved in the network. Synthetic analysis is used for preliminary prediction functions. However, its exact role and specific mechanism remain to be further studied.

## Supplementary Information

**Additional file 1**. **A** Body weight of CIA rats. **B** Arthritis index of CIA rats (* *P*-value < 0.05).

## Data Availability

The datasets generated and analysed during the current study are available in the GEO repository. And the series entry could provide access to all data (GSE206097, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206097).

## Abbreviations

RA: Rheumatoid arthritis
lncRNAs: Long noncoding RNAs
CNC: Coding non-coding co-expression
DELs: Differentially expressed lncRNAs
DEMs: Differentially expressed mRNAs
NSADs: Non-steroidal anti-inflammatory drugs
DMARDs: Disease-modifying antirheumatic drugs
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
PCC: Pearson correlation coefficient

How the deposited data were processed for this re-analysis (not part of the article)

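LncRNA and mRNA expression was measured in synovial tissue of 5 CIA rats and 5 control rats, with 1 array per rat (Arraystar Rat LncRNA Array V3, 1 colour). The authors deposited the output of the scanner software for each array, an intensity for every spot without normalization between arrays, and a table of log2 values that they had normalized between arrays. In that table the quartiles are nearly equal on most arrays, as after quantile normalization, and dim values are tied at a floor on some arrays. The software had subtracted the background from the intensity and replaced low values by a surrogate. The paper's text gives the thresholds (fold change over 2 or under 0.5, p under 0.05), but not the normalization.
The intensity was taken as log2, and the array's 75th percentile over lncRNA and mRNA probes was subtracted. Spots marked by the software as not uniform or as outliers of their population were dropped, and spots of the same probe were averaged. Probes were called lncRNA or mRNA by the prefix of their names. Of 50 probes of Agilent's own, 30 matched a gene of the reference table by RefSeq accession, 29 of them protein coding and 1 a lncRNA. The 154 probes whose class could not be settled in either way were left out. A probe was tested when it was well above background on at least 5 of 10 arrays, which held for 4716 of 10334 lncRNA probes and 16805 of 28316 mRNA probes. On all 10 arrays 2571 and 8631 probes were well above background.
The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with condition as the only term and Benjamini-Hochberg adjustment over all tested probes. Values of single arrays or probes were compared with two-sided exact permutation tests, whose smallest p for 5 arrays against 5 is 0.0079. Correlations with uc.10- used 10000 permutations, and those of all lncRNA probes with the mRNA probes 1000, a test added after seeing the data. Clustering, components and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The calls were tested on simulated data of the same size with known changes.
The comparisons, the tests, the filter, the rule for naming genes and most alternatives were fixed before the data were examined. The rule named every gene in the paper's text and, in each direction, the 5 lncRNA and 5 mRNA probes with the largest change among named probes whose group ranges did not overlap, with unadjusted p under 0.05 where fewer than 5 reached the adjusted threshold. The alternatives were quantile normalization, normexp background correction with an offset of 50 before quantile normalization, the authors' log2 values, no filter on dim probes or a filter on all 10 arrays, replicate number as a block, slide as a block or as a random block, array quality weights, the methods' t-test, and each array left out in turn. For normexp, the median signal of a spot took the place of the mean signal, because the mean is not among the columns used here. Further settings on the authors' log2 values, and a fit without the 3 arrays with the fewest probes above background, were chosen after seeing the data.
Gene names were known only for the ultraconserved elements and the 30 matched probes. Fixed gene lists, S100a8, Mmp19, the other 7 core lncRNAs, GO and KEGG enrichment and the qRT-PCR values were therefore not analysed here.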

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

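The comparison of component 1 with the number of probes above background was chosen only after the component had been seen. Single arrays were compared with the other arrays of their group by the gap to the nearest array as a share of the group's range. Of 32 groups of 5 arrays, 3 held an array past the 95% critical value (0.71), where chance gives 1.6.
The local background of control 1 had a median of 14, while the other 4 control arrays had 11. Control 1 was on the slide it shared with CIA 1, whose local background was also 14, and the other control arrays were on another slide in another scan. The 4 CIA arrays of the remaining slide had between 15 and 16. Local background thus followed the slide, and no biological explanation was tested. Slide and group cannot be told apart for the other 8 arrays. Of the probes that differed between the slides with a single group, 76.9% had the same sign on the shared slide, which leaves a difference between slides open.
On component 1, control 3 scored 121, while the other control arrays scored between -65.1 and -27.6. CIA 2 and CIA 3 scored 139 and 110. These are the 3 arrays with the fewest probes well above background, and no other choice of 3 arrays had a mean score as far from the rest (exact permutation test, p = 0.00833, the smallest that 3 of 10 arrays allow). A lower signal on these arrays, from the amount or the quality of the labelled RNA, is a candidate explanation. The group does not separate them, since they come from both groups, and a difference between rats in tissue composition stays open and was not tested.
For uc.307+, CIA 2 had a log2 value of -3.09, below the other 4 CIA arrays. On CIA 2, the array with the fewest probes above background (12332), this probe was not well above background, so the value is near the floor of the array. Without CIA 2 or any other single array, the log2 fold change of uc.307+ stayed between -2.30 and -1.67. No biological explanation was tested for it.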

How the results depend on the processing

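The settings on the authors' values with the methods' t-test or Welch's test, and the fit without the 3 dimmest arrays, were chosen after seeing the data. Unless stated, the cause of a change was not tested.
No probe had an adjusted p under 0.05 under any setting except 3. Array quality weights gave 1780 lncRNA and 6131 mRNA probes, leaving out single arrays gave 0 to 2 mRNA probes (2 without control 1) and quantile normalization with the methods' t-test gave 1 mRNA probe.
Against 316 lncRNA and 1147 mRNA probes past the methods' thresholds, normexp with quantile normalization gave 64 and 273, and a filter on all 10 arrays gave 152 and 581 from fewer probes. Without a filter there were 570 lncRNA probes, with more higher (291) than lower (279). The median log2 difference of all lncRNA probes was 0.30 without the filter, against -0.03 with it. Slide as a block, which rests on CIA 1 and control 1, gave 20 and 83. Array quality weights gave 679 and 2463. Leaving out each array in turn gave 185 (without control 2) to 470 (without control 3) lncRNA probes and 654 (without control 2) to 2013 (without control 3) mRNA probes. In the authors' values with the methods' t-test, filters on 6, 7, 8 and 10 arrays gave 208, 205, 190 and 130 lncRNA probes and 746, 698, 651 and 459 mRNA probes, Welch's test gave 209 and 729, and a fold limit of 1.5 gave 553 and 2058. The replicate block gave 350 and 1450. Arrays of the same number deviated together for replicates 1, 3, 4 and 5 (r of 0.46, 0.75, 0.44 and 0.53) but not for replicate 2 (r of -0.08). CIA 3 and control 3 were both among the arrays with the fewest probes above background, and in replicate 2 only CIA 2 was. Arrays of unlike number were not compared, so these r cannot tell a pairing from dim arrays. The paper's text names no pairing, and the block was kept as an alternative. At an unadjusted p under 0.05 it gave 4127 mRNA probes, against 2420 without it, and 0 at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment).
The sign of every one of the 316 and 1147 probes was the same under each alternative that tested it, except with slide as a block, where 86.7% and 89.5% kept it. As these probes were chosen for a large difference on the same arrays, this agreement is largely built in. How many of them passed varied, with 254 and 919 under array quality weights, 62 and 237 under normexp, and 8 and 33 with slide as a block.
For uc.10-, the log2 fold change was -1.82 and past the adjusted threshold only with array quality weights (-1.85). It was lower in CIA rats in every setting. Array medians and interquartile ranges did not differ between the groups relative to the 75th percentile, nor did they in the authors' values, where the interquartile ranges of mRNA probes ran from 3.77 to 4.87 (two-sided exact permutation test between the groups, p = 0.778). Quantile normalization with or without normexp makes the distributions of the arrays nearly equal by construction and is no check of this. Clustering placed 6 of 10 arrays on their group's side in all 4, and 9 over the probes past the thresholds, which were chosen for that difference.
The 8 pairs of uc.10- became 1437 on the CIA arrays, 107 on the control arrays, 1 after subtracting group means, 16 after quantile normalization, 22 after normexp and 16 in the authors' values. Leaving out each array gave 7 (without control 2) to 33 (without CIA 2). With fewer arrays a high r is more frequent by chance, and unrelated probes would give 104 pairs on 5 arrays. That is near the 107 pairs on the control arrays but far below the 1437 on the CIA arrays, so the number of arrays does not account for the latter. Among the CIA arrays, uc.10- was lowest on CIA 2 and CIA 3, which had the fewest probes above background. Dim arrays thus stay open as a source of the 1437 pairs.
Signal over background limits the tests to 4716 of 10334 lncRNA probes, and fewest probes could be read on CIA 2, CIA 3 and control 3. Settings for the fixed gene lists, S100a8, Mmp19 and the other core lncRNAs were not run, since their probes were not paired with names here.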

Differences from the paper's values

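Only the count on the authors' values with the methods' t-test, and its variants, were chosen after seeing the values. For mRNA probes lower in CIA rats, the paper's value is 491 and the value here is 796. Of the alternatives set before the data were examined, the authors' log2 values with limma (643), the filter on all 10 arrays (330), the methods' t-test (638), quantile normalization with the methods' t-test (609), and the fits without CIA 3 (722), CIA 5 (731), control 2 (462) or control 4 (624) came within 1.5 times the paper's value. Quantile normalization (795), normexp (191), no filter (914), the replicate block (1025), slide as a block (67) or random block (990), array quality weights (1682) and the fits without CIA 1 (1128), CIA 2 (816), CIA 4 (815), control 1 (750), control 3 (1436) or control 5 (895) did not. The authors' values with the methods' t-test gave 286 higher and 491 lower mRNA probes, both equal to the paper's values, in a setting chosen after seeing the values. Without a filter it gave 286 and 496. The fit without control 4 also gave 286 higher mRNA probes.
For lncRNA probes, the paper's total is 268, with 117 higher and 151 lower, and the values here are 316, 101 and 215, all within 1.5 times. Quantile normalization with the methods' t-test, set before the data were examined, gave a total of 268, with 97 higher and 171 lower. The setting that reached both mRNA counts gave 219 lncRNA probes, 91 higher and 128 lower. On the authors' values, 11 settings with the methods' thresholds or a change of them were tried after seeing the values, and none gave 117 higher and 151 lower lncRNA probes.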

Other observations

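The splits with array quality weights, the comparison of component 1, the shuffles of uc.10- within groups, the permutations of all lncRNA probes together, the comparison of the slides with other splits and the count of splits by where CIA 2, CIA 3 and control 3 fall were chosen only after the results they test had been seen.
The 10 arrays were also split into 5 and 5 in other ways, 100 splits drawn from 126 with the real split included. At an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, the real split gave 0 lncRNA and 0 mRNA probes. It gave 664 and 2420 at an unadjusted p under 0.05, and 0 with the methods' t-test after adjustment. With a real count of 0, 100 of 100 splits gave as many by construction, so this comparison cannot test chance. At least 1 lncRNA probe with an adjusted p under 0.05 was found in 3 other splits, up to 238. For probes past the methods' thresholds, 16 splits gave as many lncRNA probes and 19 as many mRNA probes, so chance cannot be excluded for these counts over all splits. In the authors' values with the methods' t-test, the numbers were 9 and 10 splits, and chance cannot be excluded there over all splits either. Of the 15 other splits with as many lncRNA probes, 14 put CIA 2, CIA 3 and control 3 on the same side, and of the 18 other splits with as many mRNA probes, 17 did. In the authors' values all of the other splits with as many, 8 for lncRNA and 9 for mRNA probes, did so. Of the 82 other splits that keep these 3 arrays apart, as the real split does, 1 gave as many lncRNA probes and 1 as many mRNA probes, and 0 did in the authors' values with the methods' t-test. Splits with the 3 arrays together, 17 in all, gave up to 722 lncRNA and 2987 mRNA probes. With these 3 arrays left out, limma gave 447 lncRNA and 1646 mRNA probes for the real groups.
With array quality weights, only 1 split of 100, the real split, gave as many lncRNA probes, and only 1 split gave as many mRNA probes. The real split thus ranked first among the 100 splits drawn from 126, which argues against chance for these counts. The margin was narrow and the test was chosen after seeing the result, so chance is not excluded. The weights do not make the counts free of other splits, since 38 other splits gave at least 1 changed lncRNA probe and the largest other count was 1643, against 1780. For a few of the other splits the estimation of the weights stopped before it converged. With 75.02% of the weight on 3 arrays and at most 1.20% on each of CIA 2, CIA 3 and control 3, these counts rest mainly on control 4, CIA 5 and CIA 4. Slide and group are not separated among these arrays.
More mRNA probes were lower than higher in CIA rats (69.4% of 1147). Without CIA 2, CIA 3 and control 3 this share was 68.2%, where dim arrays as the cause would bring it near 50%. That fit kept the filter set on all 10 arrays, so the dim arrays still helped to choose the probes. It therefore cannot exclude an effect of dim arrays through the filter. With a filter on all 10 arrays the share was 56.8%, without a filter 54.7% and without control 1 58.7%. In the authors' values with the methods' t-test it was 63.2%, with the filter on all 10 arrays 51.9%, and with a fold limit of 1.5 it was 49.7% (1035 higher and 1023 lower). The share thus went with the filter and with the fold limit, and it fell in part because more probes were called higher: without a filter 756 were higher and 914 lower, and without control 1 527 and 750, against 351 and 796. Leaving out each of the other 9 arrays gave between 64.9% and 71.3%. With the same filter and fold limit, limma gave 67.3% after quantile normalization and 70.0% after normexp with quantile normalization. The replicate block gave 70.7% and array quality weights gave 68.3%. Slide as a block rests on CIA 1 and control 1, so its calls cannot decide on a difference between slides. A change of mRNA expression in CIA and a difference between slides both stay open.
The slides with a single group were compared with the shared slide. Of 1933 probes that differed between CIA 2 to CIA 5 and control 2 to control 5, 76.9% had the same sign on the shared slide, where 61.2% of all tested probes did. A slide effect alone would give about 50%, but 17 of 35 splits of these 8 arrays into 4 and 4, the real split included, gave a share as far from 50%. The shared slide holds 1 array of each group, so a difference between slides and a difference between CIA and control rats cannot be told apart here.
For the 8 mRNA probes paired with uc.10-, 35 of 10000 permutations gave as many pairs. The paper chose uc.10- from a network built on these arrays, so all 4709 lncRNA probes, which were not picked for their pairs, were tested as a set. At least 8 pairs were found for 1685 of them (35.8%). When the arrays of all lncRNA probes were permuted together, only 1 of 1000 permutations, the real order, gave as many such probes, with a mean of 6.6 and a largest other count of 424. A chance order of the arrays can thus be excluded as the source of most of these pairs, and with so many lncRNA probes alike they were not specific to uc.10-.
A difference between the groups as the cause of the pairs of uc.10- was tested in a comparison set in advance: 1 of the 8 pairs stayed above the limit after the group means were subtracted, the outcome predicted for that cause, but the median absolute r of the 8 pairs was still 0.947. That comparison does not decide, because pairs picked for a high r lose some of it in any subtraction. Shuffling uc.10- within the groups gave as many pairs in 1.71% of shuffles. Shuffling all lncRNA probes together within the groups gave as many probes with at least 8 pairs in only 1 of 1000 shuffles, the real order, with a mean of 14.6 against 1685, which argues against a difference between the groups alone. Part of the pairs may come from the dim arrays: the 14 shuffles that left CIA 2, CIA 3 and control 3 in each other's places had a median of 512 such probes, against a median of 2 over all shuffles. This rests on few shuffles, and expression in the tissue that varies between rats stays open as well.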
